A study of Homo sapiens with 6 samples. Its data were reported in "Gαs is dispensable for β-arrestin coupling but dictates GRK selectivity and is predominant for gene expression regulation by β2-adrenergic receptor" (2023).

How the data were processed

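RNA from 6 HEK293 cultures was sequenced as 6 libraries. HEK293 is a human embryonic kidney cell line. Per the labels, 3 libraries came from parental cells and 3 from cells carrying a doxycycline-inducible gene for the catalytic subunit PKA Cα of protein kinase A. Per the study's methods, the introduced gene is a murine cDNA with an epitope tag, delivered by lentivirus. All 6 cultures received doxycycline at 1 µg/ml for 48 h, so the drug itself does not separate the groups. Groups and replicate numbers were taken from the sample titles.

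The authors quantified paired-end reads with salmon, which assigns each read to the annotated transcripts it matches and divides a read that matches several transcripts between them. The deposited files give, for each transcript and library, an estimated count of reads, a TPM value (transcript abundance scaled for transcript length and library total) and an effective length. The estimated counts are not normalized, whereas the TPM values of the deposited files were scaled by salmon to the same total in every library. The transcript index and genome build are not stated. The authors then tested differential gene expression with DESeq2. The deposited estimated counts were the main data used here, and TPM and effective lengths served only to weight transcript lengths in one alternative.

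Transcripts were joined to GENCODE 29 (GRCh38) by Ensembl transcript identifier without its version. Of 184844 transcripts in the deposited files, 161838 (87.6%) matched, and these belonged to 34287 genes. Gene symbols and coordinates come from GENCODE 29 and are 1-based. The 23006 transcripts without a match held between 6.24% and 6.64% of the reads of a library and were left out of gene sums. They entered the transcript-level test and one alternative. In that alternative, 7386 of them lay between rows of a single gene and were given to that gene. Another 5031 lay in runs of at least 3 neighbouring rows with the same lengths, in the same order, as neighbouring GENCODE 29 transcripts. Both rules were checked on matched rows treated as unknown. Of 5000 hidden rows, 3442 lay between rows of 1 gene, and 100% of these were placed correctly. Of the rows of 3000 hidden genes, 9507 were placed by length, 100% of them correctly. After shuffling the unmatched lengths, 3 rows were placed. The matched rows come from the annotation used for the check, so accuracy for unmatched rows can be lower. Between 2.70% and 2.78% of the reads of a library stayed without a gene.

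Gene sums of estimated counts were rounded to whole numbers. Genes with at least 10 counts summed over the 6 libraries were tested with DESeq2 1.42.0 (Wald test, median-of-ratios size factors, R 4.3.3), with the group as the sole term. The p-values were adjusted by the Benjamini-Hochberg procedure with independent filtering, and an adjusted p under 0.05 was the threshold. Fold changes are PKA Cα over parental, without shrinkage, and SE is the standard error of the log2 fold change. Values per gene are counts divided by the library's size factor (normalized counts), given as mean ± SD of 3 libraries. A group was treated as being at the floor where no library had more than 3 counts, and a fold against such a group is a lower bound. The floor covers counting error only, and reads carry no molecular identifiers. The SD and SE also include the spread between libraries.

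Lists of genes (4 in all), written before the data were examined, were tested with camera in limma 3.58.1 on voom log2 values of genes kept by filterByExpr of edgeR 4.0.16, with an inter-gene correlation preset at 0.01, 2-sided, with Benjamini-Hochberg adjustment over the 4 lists. They hold 30 genes generally described as targets of cAMP and CREB, 10 genes used as readouts of ERK signalling, 30 components of the PKA pathway and 10 heat-shock genes. The heat-shock list was chosen because the study marked HSPA1A in its plot of these same libraries, so this list is not independent evidence. All symbols of the lists were found in the annotation. The member PRKAR2B had no matched transcript in the deposited files and was not analysed here. CREM was tested by transcript.

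The genes named in the text follow a rule set before the data were examined. They are PRKACA, which encodes PKA Cα, and 6 genes that the study followed individually. They also include members of each list with the largest change past the threshold, and HSPA1A, HSPA1B, SIK1 and SIK1B as genes with near-identical copies. The last are the 10 largest increases and the 5 largest decreases among genes past the threshold with a mean of at least 50 normalized counts and no overlap between the groups. The rule gave no number of members per list, and 3 was chosen after their values were seen. Other genes named were chosen after their values were seen, and the text says so.

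The functions were tested on simulated data before use. Counts were drawn from the means and size factors of the 6 libraries, with 200 genes changed, and 16638 genes were tested. DESeq2 recovered 174 (87.0%) of these and made 12 false calls. The edgeR quasi-likelihood test recovered 171 and made 10 false calls. With 2 of the simulated libraries drawn again with a length trend, 16700 genes were tested, and DESeq2 recovered 148 of the 200 genes with the trend kept and 172 with the trend removed.

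Alternatives chosen before the data were examined were the edgeR quasi-likelihood test, TMM factors in DESeq2, other count filters, an average transcript length offset, no independent filtering, a replicate block, leaving out each library in turn, protein-coding genes alone, summed gene copies, shrunken fold changes (apeglm 1.24.0), a test against a log2 fold change of 1, other set tests and the cAMP/CREB list without the genes named by the study. Alternatives chosen after seeing the data were the placed transcripts and the removal of each library's trend with gene length or GC content, fitted by lowess over genes with a mean of at least 10 normalized counts. One combined the length correction with the replicate block. Changes along chromosomes were examined as medians of windows of 50 neighbouring genes with a mean of at least 50 normalized counts, against 1000 permutations of gene positions.

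Total estimated counts ranged from 17253604 to 23137539 per library, so depth differed by less than 1.5 times between libraries. A gene without a read on its matched transcripts in a library is reported as having no counts or reads there, which at this depth does not show absence of its RNA.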

Results

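To define genes regulated by PKA, transcripts were quantified in HEK293 parental cells and in HEK293 cells with inducible expression of PKA Cα, with 3 libraries per group. PKA is the kinase activated by cAMP, and Cα is one of its catalytic subunits. Both groups received doxycycline at 1 µg/ml for 48 h. Estimated counts totalled 20262039, 22365323 and 21287218 in parental replicates 1, 2 and 3 and 23137539, 17253604 and 22833824 in PKA Cα replicates 1, 2 and 3. Of these, between 93.4% and 93.8% fell on transcripts matched to GENCODE 29. Between 14149 and 14618 genes had at least 10 counts in a library.

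Libraries were compared over 11645 genes with a mean of at least 100 normalized counts. The correlation of log2 values across genes, which are not independent replicates, was 0.973 between parental replicates 1 and 2 and between 0.963 and 0.973 among the PKA Cα libraries. Parental replicate 3 departed from the other parental libraries, with correlations of 0.926 and 0.902. It had reads on 58106 transcripts, whereas the other 5 libraries had reads on 71166 to 79710. Its log2 ratio to the other parental libraries fell with gene length, from a median of 0.50 for genes under 1 kb to -0.55 for genes over 6 kb. PKA Cα replicate 2 had a weaker trend in the same direction, from 0.38 to -0.19.

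**Figure D1:**
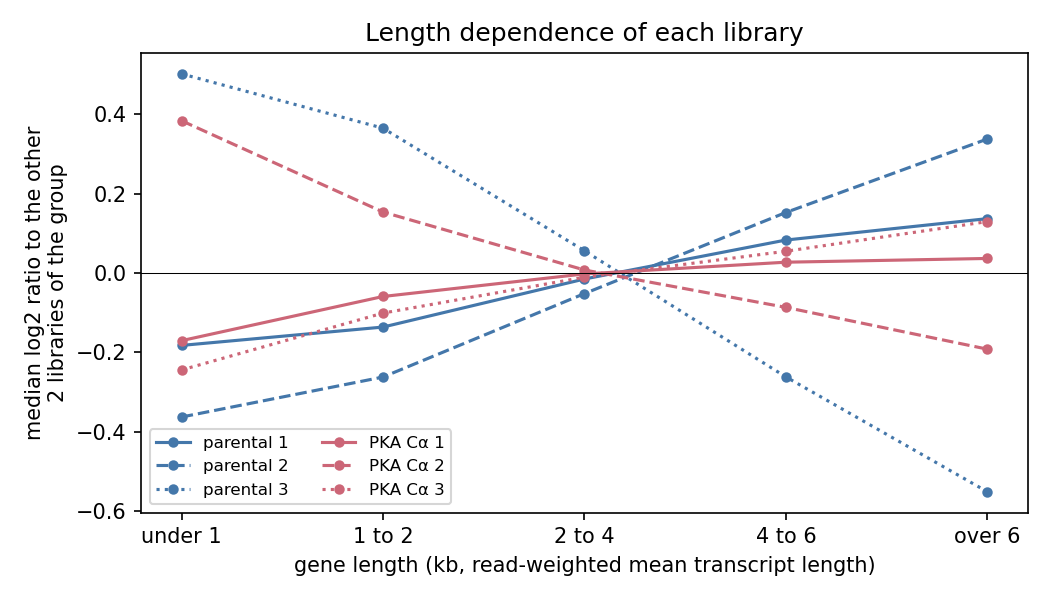
Median log2 ratio of each library to the other 2 libraries of its group (vertical axis) by gene length in kb (horizontal axis), over 11645 genes; each line is a library, blue for parental and red for PKA Cα. Parental replicate 3 fell from 0.50 to -0.55 between the shortest and the longest genes.

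The gene for the introduced subunit was examined first, as a check of the labels. PRKACA (ENSG00000072062) lies on chromosome 19 from 14091688 to 14118084 (GRCh38) on the minus strand. Its only matched transcript had no reads in the 3 parental libraries, 5 counts in PKA Cα replicate 2 and none in PKA Cα replicates 1 and 3. With 5 counts in all, PRKACA was below the count minimum and was not tested, so gene sums do not show the expression of the subunit. Reads on rows outside GENCODE 29 do bear on it. With transcripts placed by file position and length, an alternative chosen after seeing the data, PRKACA had 298, 265 and 0 counts in the parental libraries and 11001, 8188 and 11037 counts in the PKA Cα libraries. The log2 fold change was 5.76 with SE 1.80 and a DESeq2 adjusted p of 0.0176. The placement rests on equal transcript lengths and not on sequence. A neighbouring row that was not placed had 1481 ± 259 normalized counts in the parental and 2784 ± 300 in the PKA Cα libraries (SD, n = 3). If that row belongs to PRKACA, its parental level is higher and its fold change smaller than given here. Per its methods, the study checked the induced subunit by Western blot, and target genes by quantitative PCR.

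Gene expression in PKA Cα cells was then tested against parental cells over 16970 genes, of which 15622 received an adjusted p. Per the study's methods, the PKA Cα cells are a stable line made by lentivirus and puromycin selection. No library came from such a line without doxycycline or without the PKA Cα gene. The tests therefore do not separate an effect of PKA Cα from other differences between the lines. DESeq2 called 926 genes higher and 690 genes lower in PKA Cα cells at an adjusted p under 0.05. The log2 fold change was above 1 for 299 of these genes and below -1 for 115. The groups did not overlap for 28.7% of the tested genes, while chance gives 10% with 3 libraries against 3. The number of calls depended on the test and on single libraries. The edgeR quasi-likelihood test called 387 genes higher and 215 lower, and all 602 were among the 1616 genes called by DESeq2. With the average transcript length offset, DESeq2 called 620 genes higher and 424 lower, and 890 of these were among the 1616. Without parental replicate 3, DESeq2 called 1346 genes higher and 1005 lower. Without PKA Cα replicate 3, it called 422 higher and 268 lower. In the test against a log2 fold change of 1 in size, 74 genes were higher and 9 lower.

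**Figure D2:**
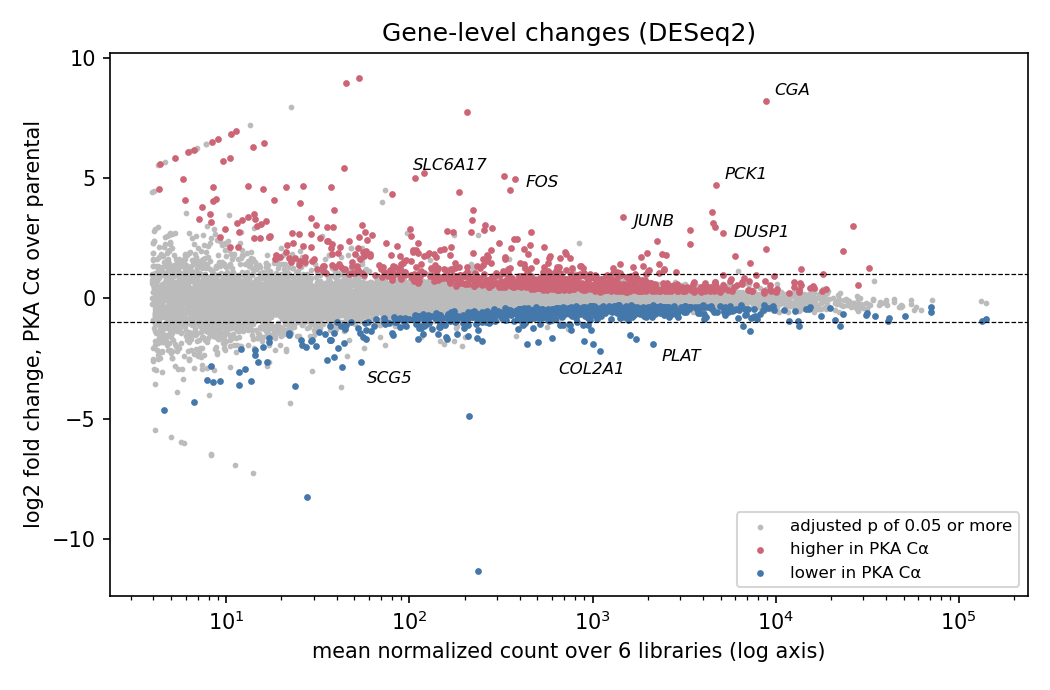
Log2 fold change of PKA Cα over parental (vertical axis) against the mean normalized count over 6 libraries on a log axis (horizontal axis), one point per gene with an adjusted p; red and blue mark the 926 higher and 690 lower genes and dashed lines mark log2 fold changes of 1 and -1. Fitted changes scattered most at low counts.

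The study followed PCK1, DUSP1, FOS, FOSL2, JUNB and DUSP5 individually, and these genes were looked at in every library. All 6 were higher in each PKA Cα library than in each parental library. All 6 passed the threshold over all genes and when adjusted over the list alone. PCK1 and FOS were also named by the study from these libraries, so the list is not independent evidence. PCK1 (ENSG00000124253, chromosome 20 from 57561080 to 57568112) rose from 348 ± 82.8 to 9121 ± 789 normalized counts (SD, n = 3). Its log2 fold change was 4.71 with SE 0.18 and a DESeq2 adjusted p of 1.82e-142. FOS (ENSG00000170345, chromosome 14 from 75278774 to 75282230) rose from 23.3 ± 3.80 to 732 ± 5.07 normalized counts (SD, n = 3), a log2 fold change of 4.98 with SE 0.23. JUNB rose from 828 ± 35.6 to 5989 ± 366 normalized counts and DUSP1 from 1346 ± 115 to 8993 ± 458 (SD, n = 3), with log2 fold changes of 2.85 and 2.74. Smaller changes were seen for FOSL2, from 275 ± 21.2 to 882 ± 74.8 normalized counts, and for DUSP5, from 123 ± 22.6 to 379 ± 32.5 (SD, n = 3). Their log2 fold changes were 1.68 with SE 0.15 and 1.63 with SE 0.21. Over the 19 alternative fits, the log2 fold change of FOSL2 stayed between 1.55 and 1.74 and that of PCK1 between 4.56 and 4.91. The highest adjusted p of these 6 genes in any of the fits was 0.00382, for DUSP5.

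**Figure D3:**
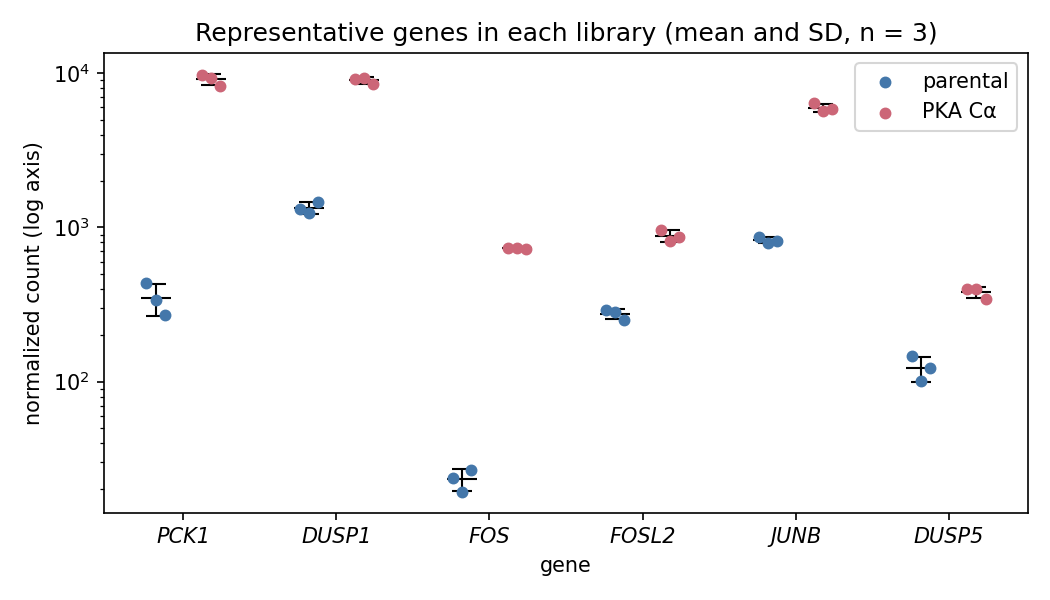
Normalized counts of the 6 representative genes on a log axis (vertical axis) by gene (horizontal axis); points are single libraries, blue for parental and red for PKA Cα, with the mean and SD of 3 libraries in black. No parental library reached any PKA Cα library for these genes.

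Among genes with a mean of at least 50 normalized counts and no overlap between the groups, the largest fitted increase was that of HSPA1A (ENSG00000204389, chromosome 6 from 31815464 to 31817946). HSPA1A had no counts in the parental libraries and 106 ± 11.2 normalized counts (SD, n = 3) in the PKA Cα libraries, which is at least 35.5-fold higher on the matched transcript alone. HSPA1A shares nearly all of its sequence with HSPA1B, whose only matched transcript had no reads in any library. A row outside GENCODE 29, placed with HSPA1B by length, had reads in every library, from 13786 to 73536 counts. The lack of reads on the matched transcript of HSPA1B is therefore not a limit of depth. The matched transcript of HSPA1A held at most 0.178% of the reads of the pair once rows outside GENCODE 29 were placed with it. With its own placed rows, the log2 fold change of HSPA1A was 1.79, below that bound, so the change of HSPA1A alone is uncertain. With those rows summed, the log2 fold change of the pair was 2.00 with SE 0.11.

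CGA (ENSG00000135346, chromosome 6 from 87085498 to 87095406), which encodes the α subunit of the glycoprotein hormones, rose from 59.7 ± 24.8 to 17604 ± 2654 normalized counts (SD, n = 3). Its log2 fold change was 8.21 with SE 0.25 and a DESeq2 adjusted p of 2.63e-233. SV2C had 1.84 ± 3.19 normalized counts in the parental libraries, where 2 of 3 libraries had none, and 408 ± 43.3 in the PKA Cα libraries (SD, n = 3). PCSK1 rose from 6.30 ± 1.66 to 234 ± 35.4 normalized counts, SLC6A17 from 18.6 ± 4.87 to 643 ± 98.8 and ETV4 from 6.54 ± 7.35 to 209 ± 17.5 (SD, n = 3). FOSB and DNER completed the 10 largest increases with FOS and PCK1, with log2 fold changes of 4.50 (SE 0.24) and 4.41 (SE 0.30). SIK1 and SIK1B, a pair with near-identical sequence on chromosome 21, had log2 fold changes of 2.04 (SE 0.17) and 2.29 (SE 0.28). Summed, SIK1 and SIK1B changed by 2.14 with SE 0.15.

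The 5 largest decreases under the same rule were those of SCG5, COL2A1, PLAT, ZBTB12 and LCNL1. SCG5 (ENSG00000166922, chromosome 15 from 32641676 to 32697098) fell from 93.8 ± 28.7 to 15.2 ± 9.85 normalized counts (SD, n = 3), with a log2 fold change of -2.66, SE 0.51 and a DESeq2 adjusted p of 1.22e-05. COL2A1 (ENSG00000139219, chromosome 12 from 47972965 to 48004554) fell from 1807 ± 264 to 399 ± 42.3 normalized counts and PLAT from 3375 ± 728 to 910 ± 77.4 (SD, n = 3). Their log2 fold changes were -2.18 (SE 0.17) and -1.89 (SE 0.18). ZBTB12 fell by 1.89 on the log2 scale with SE 0.33. ZBTB12 overlaps the gene C2 on the opposite strand, and strand use in the counting is not stated. LCNL1 fell by 1.89 with SE 0.23 and overlaps another annotated gene on the same strand, so its reads can be shared. Among the other named genes, JUNB, FOSB, ETV4, DNER, HSP90AA1, PDE7B, PDE1C and PDE10A overlap genes on the opposite strand, ETV5 overlaps DGKG on the same strand, and SV2C overlaps genes on both strands.

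The study defined its PKA signature as its top 100 upregulated genes, and its text does not state the ranking measure. Here, the 100 genes with the largest log2 fold change among genes past the threshold were listed. Their log2 fold changes ranged from 2.28 to 9.18. Of the 100 genes, 60 had a mean under 50 normalized counts, and 29 had a parental group at the floor of 3 counts, for which the fitted change has no upper bound. The list held 14 members of the cAMP/CREB list, 3 of the ERK list and 4 of the 6 representative genes. Ranked by p-value, 35 of the 100 genes stayed in the list.

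To ask whether known pathway genes moved as sets, 4 lists were tested with camera. All 4 shifted upward in PKA Cα cells at a Benjamini-Hochberg adjusted p under 0.05, and the calls for PKA components and heat shock were lost when the inter-gene correlation was estimated. The cAMP/CREB targets had an adjusted p of 3.23e-26 by camera. In the gene test, 19 of the 25 members tested passed over all genes, all of them higher, and 20 passed when adjusted over the list alone. Their median log2 fold change was 2.85, and 2.47 with the 2 members at the floor set to their bound. Without the 4 members that the study names in its text, the adjusted p was 1.27e-18. The largest changes past the threshold in this list were those of CGA, PCSK1 and FOS. CREM had a log2 fold change of 0.36 with SE 0.21 and a DESeq2 adjusted p of 0.334.

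The ERK list had an adjusted p of 1.15e-08 by camera, with 7 of 10 members higher past the threshold over all genes and 7 when adjusted over the list alone. Its largest changes were those of ETV4, SPRY4 (log2 fold change 2.62, SE 0.42) and ETV5 (2.58, SE 0.27). With the average transcript length offset, ETV5 changed by 1.14. The PKA components had an adjusted p of 0.0287, with 6 members higher and 1 lower among 28 tested, and 7 passing when adjusted over the list alone. Their median log2 fold change was 0.06. The largest changes past the threshold in this list were those of PDE7B (log2 fold change 1.57, SE 0.51), PDE1C (1.13, SE 0.35) and PDE10A (1.06, SE 0.16). Their order and size depended on the average transcript length offset, with which the log2 fold change was 1.41 for PDE7B, 0.74 for PDE1C and 2.94 for PDE10A. PDE7B and PDE1C lost the threshold in 9 and 8 of the 19 alternative fits. For PKA components, the adjusted p was 0.137 without parental replicate 3. The heat-shock list, prompted by HSPA1A in these same libraries, had an adjusted p of 0.00226. Of its 9 members tested, 5 were higher past the threshold and 6 passed when adjusted over the list alone. Its largest changes past the threshold, after HSPA1A, were those of HSPH1 (log2 fold change 1.20, SE 0.13) and HSP90AA1 (0.57, SE 0.11). Under fry, the adjusted p was 3.38e-06 for cAMP/CREB targets, 1.41e-05 for ERK output, 0.0374 for PKA components and 0.00262 for heat shock. With an estimated correlation in camera, the values were 0.00309, 0.00738, 0.184 and 0.158.

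**Figure D4:**
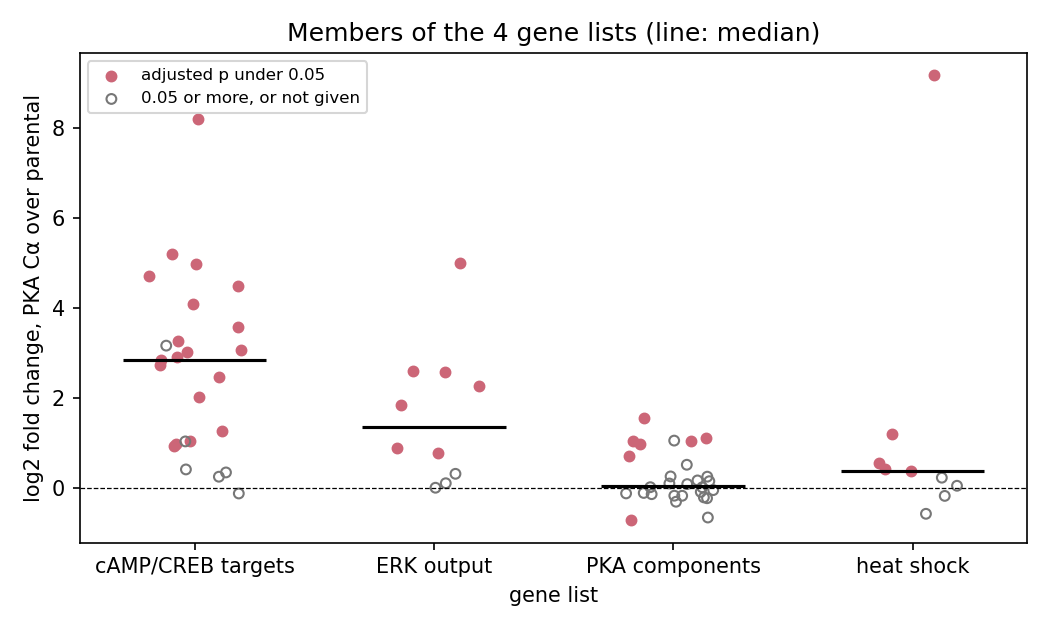
Log2 fold change of PKA Cα over parental (vertical axis) for the tested members of the 4 lists (horizontal axis); filled points have a DESeq2 adjusted p under 0.05 and the line is the median of a list. The median was 2.85 for cAMP/CREB targets and 0.06 for PKA components.

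CREM has an internal promoter that responds to cAMP, and its transcripts were therefore tested singly. Of the 26 CREM transcripts tested, 21 received an adjusted p, and none of these passed the threshold. An unadjusted p under 0.05 was found for 3 of the 26. The smallest p belonged to CREM-207, which starts at position 35195147 of chromosome 10. CREM-207 had 84.9 ± 68.8 normalized counts in the parental and 266 ± 45.0 in the PKA Cα libraries (SD, n = 3). Its log2 fold change was 1.65 with SE 0.62 and a DESeq2 adjusted p of 0.135. Without parental replicate 3, CREM-207 and CREM-228 passed the threshold.

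The position of the changed genes along the chromosomes was also examined. Of 237 windows of 50 neighbouring genes, 17 had a median log2 fold change past 0.184 in size, the 95th percentile of the largest window over 1000 permutations of gene positions. Of these windows, 10 were higher and 7 lower. On chromosome 13, 82 of 100 genes from 31199936 to 77027195 were higher in PKA Cα cells, with a median log2 fold change of 0.44. The median of 200 genes on chromosome 9 from 100099256 to 133149334 was 0.28. Lower medians were found for 150 genes on chromosome 12 from 19404045 to 53293643 (-0.26) and for 100 genes on chromosome 5 from 70219918 to 108382098 (-0.20). The named genes COL2A1, on chromosome 12, and SV2C and PCSK1, on chromosome 5, lie in these stretches. In the windows past the limit, 23.9% of 850 genes passed the gene-level threshold, against 10.8% of 11000 genes in the other windows. These windows were selected by the fold changes of their genes, so a higher share is partly built in and is not separate evidence.

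**Figure D5:**
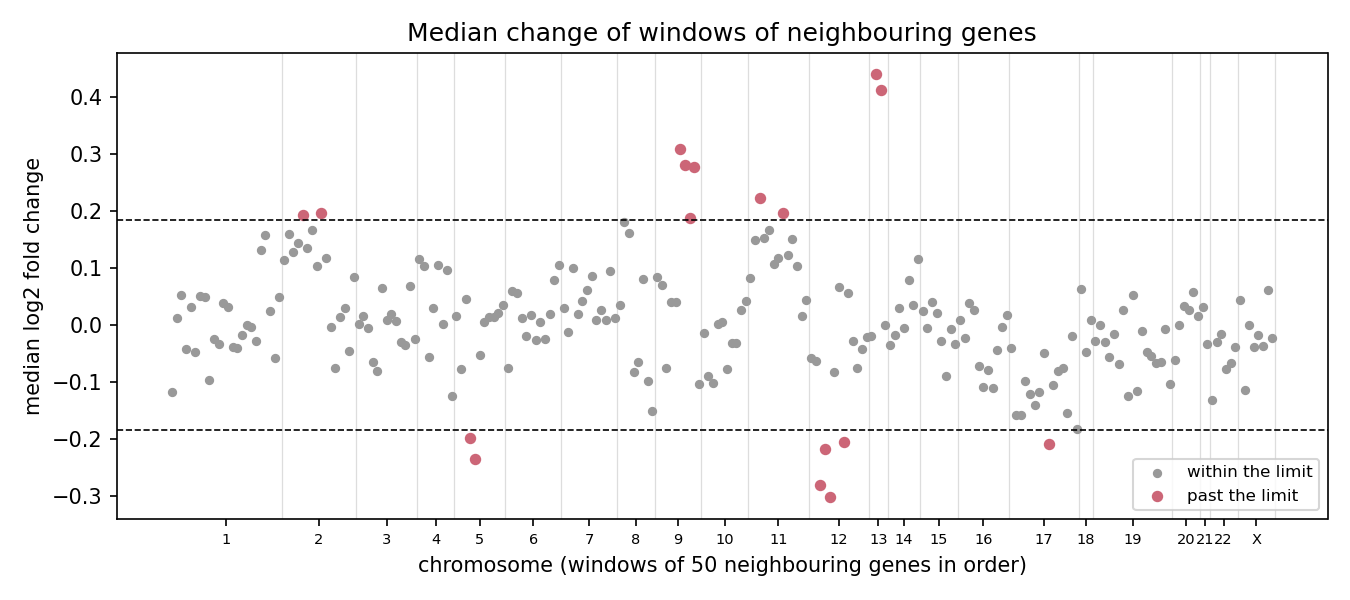
Median log2 fold change (vertical axis) of windows of 50 neighbouring genes in order along the chromosomes (horizontal axis); dashed lines mark the 95th percentile of the largest permuted window, at 0.184 above and below 0. The 17 windows past these lines include neighbours on chromosomes 5, 9, 12 and 13.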

Values the study reported

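The study took its top 100 upregulated genes in PKA Cα cells as its PKA signature. Its text does not state by which measure they were ranked.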

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

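The tests in this part were chosen after the results were seen. Signals were found in transcripts that the gene comparisons leave out because their identifiers are not in GENCODE 29. Of 8597 such transcripts tested, 180 passed the threshold in DESeq2, 103 higher and 77 lower in PKA Cα cells. That is 2.09% of those tested, against 3.01% of the matched transcripts.

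Among them, the transcript ENST00000672938.1 rose from 145 ± 128 to 9748 ± 162 normalized counts (SD, n = 3), a log2 fold change of 6.07 with SE 1.76 and a DESeq2 adjusted p of 0.0211. Parental replicate 3 had no reads on it. It stands in a run of 9 neighbouring rows with the lengths, in order, of 9 GENCODE 29 transcripts of PRKACA. Equal lengths by chance are argued against, since 0 of 100 shuffles of the unmatched lengths gave a run of 9 rows, and the longest shuffled run had 3. A length bias between libraries is argued against as well, because the median log2 fold change of 106 unmatched transcripts of similar length, with a mean of at least 50 normalized counts, was -0.11. A candidate explanation is that reads of the introduced PKA Cα coding sequence were assigned to this row. Its counterpart of equal length holds 1032 coding bases, the most among rows of the run with reads. This test was first set on the share of coding bases. On that measure the row that rose and another row of the run are nearly tied, both at 91.6%, and the other row ranks first by a small margin. The other row, whose counterpart has 755 coding bases, changed by 0.88 with SE 1.30 and a DESeq2 adjusted p of 0.965. The measure was changed to the number of coding bases after that result was seen, so the test is weak evidence for this explanation. The row next to the run (ENST00000673550.1) is 2695 bases long, was not placed, and changed by 0.91 with SE 0.17. Sequences of the index were not used here, so cellular and introduced transcripts were not separated.

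The transcript ENST00000445736.1 rose from 15146 ± 1670 to 61187 ± 3105 normalized counts (SD, n = 3), a log2 fold change of 2.01 with SE 0.11, and was higher in 3 of 3 PKA Cα libraries than in any parental library. It has the length of the GENCODE 29 transcript of HSPA1B and stands in a run with transcripts of HSPA1A length. The matched transcript of HSPA1A, the only one in the gene sums, had at most 0.178% of the reads of the pair with its placed rows. Reads shared between near-identical copies may therefore explain the large fitted change of HSPA1A, as the pair with all placed rows changed by 2.00, against 9.18 for HSPA1A. Sharing of reads within the pair does not account for a rise in the sum of the pair. Induction of the pair in PKA Cα cells stays open as a biological explanation, as does any other difference between the 2 cell lines.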

How the results depend on the processing

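The number of genes called depended on the processing, while the direction of the named genes did not. In the 535 fits of the 28 named genes, no log2 fold change reversed its sign. All 28 had no overlap between the groups, which was a rule of selection for the largest increases and decreases. A stable sign was thus largely fixed in advance and is weak evidence. In 18 fits a gene lost the threshold, and these fits concern PDE7B, PDE1C and ETV5. ETV5 lost it with the average transcript length offset, at an adjusted p of 0.0558. That offset also moved the size of some changes, with log2 fold changes of 1.14 for ETV5, 0.74 for PDE1C and 2.94 for PDE10A. All 6 representative genes passed in every fit of these 6 genes.

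The edgeR quasi-likelihood test called 387 genes higher, 215 lower and 61 lower by over 1 log2 unit, against 926, 690 and 115 with DESeq2. The average transcript length offset gave 620 genes higher and 424 lower, and 890 of its 1044 calls were shared with the fit without it. In the test against a log2 fold change of 1, 74 genes were higher and 9 lower. The test asks for more evidence than an estimate past 1, which accounts for the lower numbers. With the length trend removed, an alternative chosen after seeing the data, 1519 genes were higher and 1308 lower. Other causes were not tested. The split of higher against lower calls stayed within 10 percentage points of 57.3% under the scaling alternatives.

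The replicate numbers do not pair the libraries. The correlations of deviations from the group mean between libraries with the same number were 0.0910, -0.244 and -0.0571. With the replicate block, DESeq2 called 371 genes higher, 176 lower and 67 lower by over 1 log2 unit, and 1 CREM transcript. The share of higher genes among the calls was 67.8%, over 10 percentage points above the fit without the block. The block leaves fewer degrees of freedom. In the simulated data, DESeq2 recovered 165 of the 200 changed genes with the block, against 174 without it. The simulated changes were all of at least 1 log2 unit, whereas most calls in the data were smaller. The simulation therefore cannot tell whether fewer degrees of freedom account for the lower number of calls. With the block and the length trend removed together, 912 genes were higher and 704 lower. The block changed no call of the 4 lists.

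Across the 6 fits that each left out one library, from 422 to 1346 genes were higher and from 268 to 1005 lower. Both highest values came without parental replicate 3, and both lowest values without PKA Cα replicate 3. Genes higher by over 1 log2 unit ranged from 224 to 332 and genes lower by over 1 log2 unit from 89 to 118. Fewer libraries alone lower the number of calls, so the rise without parental replicate 3 goes with the departure of that library. CREM transcripts past the threshold ranged from 0 to 2, with 2 without parental replicate 3.

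Ranked by p-value, 35 of the top 100 genes were shared with the list by log2 fold change. Under the other alternatives, 67 to 100 genes were shared. The counts on PRKACA ranged from 0 to 5 across the fits without one library, with 0 without PKA Cα replicate 2, and were 30789 with transcripts placed by file position and length. PRKACA cannot be tested with at least 10 counts in at least 3 libraries.

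The cAMP/CREB and ERK lists kept their direction and threshold under all alternatives run for them. The PKA components had an adjusted p of 0.184 and heat shock of 0.158 in camera with an estimated correlation. Without one library, the adjusted p of PKA components ranged from 0.0138 to 0.137, with the highest value without parental replicate 3. The cause was not tested.

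The depth limits SV2C and ETV4, whose parental counts are at or near 0, and the genes at the floor among the top 100. The log2 fold change of HSPA1A ranged from 1.79 to 9.74 over the alternatives, with the lowest value for placed transcripts, and depends on the rows to which reads of the pair were assigned. That of SV2C ranged from 7.13 to 11.07.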

Other observations

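In this part, the tests on sequencing depth and length in parental replicate 3, on single mitochondrial genes, on CREM starts and on placed transcripts of chromosome 6 were chosen after the results were seen.

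Neighbouring genes shifted together between the cell lines. Of 237 windows of 50 genes, 17 had medians past the permuted limit, in 10 stretches. The tables argue against GC content shared by neighbours, since 15 of the 17 windows passed with the GC trend removed, and 16 passed with the length trend removed. With the average transcript length offset, which uses length in another way, 9 of the 17 passed, so a part played by length in some windows is not excluded. Parental replicate 3 alone is argued against too, as 16 of the windows passed without it. The number was lowest, at 8, without parental replicate 2. A hypothesis is that the copy number of chromosome segments differs between the parental cells and the cells carrying PKA Cα, which would shift genes by position whether or not PKA acts on them. DNA was not measured here. Regulation of gene neighbourhoods by PKA also stays open. The windows hold 25 of the genes past 1 log2 unit, and the other windows 234, so this hypothesis concerns mostly small changes. The medians of these stretches are far below the changes of COL2A1, SV2C and PCSK1.

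Parental replicate 3 had reads on fewer transcripts than the other libraries. Lower depth is argued against. Thinned to an equal total of 17252969 counts, the other libraries kept reads on at least 71133 transcripts and parental replicate 3 on 57655. A length bias is present, with a Spearman rho of -0.73 over 11645 genes between its log2 ratio to the other parental libraries and gene length. It is argued against as the whole cause. With the length trend removed, the highest correlation of this library with another parental library was 0.940, below 0.974 between the other 2. The values are in line with fewer distinct molecules in this library. For genes of 1 to 2 kb with 5 to 20 normalized counts, its variance over mean was 8.95, against 4.14 to 5.45 in the other 5 libraries. It had 969 genes with 1 to 3 counts, against 1901 to 2035. No biological explanation was tested, as the labels give the same treatment to all parental libraries.

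The gene calls were set against biases between libraries. Removing each library's length trend gave 2827 calls, against 1616, and 1551 of the 1616 were kept. Removing the GC trend gave 1804 calls. This argues against the GC trend as the origin of the calls. The alternatives that use length went opposite ways, but they are not the same correction. With the length trend removed, the log2 fold change was 2.55 for ETV5 and 0.93 for PDE10A. With the average transcript length offset, these genes changed by 1.14 and 2.94. The average transcript length offset, chosen before the data were examined, gave 1044 calls and kept 890 of the 1616 (55.1%). Part of the calls may therefore depend on transcript length, and this stays open.

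Placed transcripts changed some of the gene results. Of 22 genes past 1 log2 unit outside chromosome 6 that gained at least 10 counts from placed transcripts, 10 kept a change over 1 log2 unit past the threshold. Reads split between matched and placed rows of a gene may explain the changes of some of the others. Whether the placed rows are further transcripts of the same gene or copies of it was not determined. CHST8 and ARSE, chosen after their values were seen, are exceptions, since they stayed past the threshold with placed transcripts and fell only below 1 log2 unit. The log2 fold change of CHST8 went from 1.04 to 0.95, and ARSE was -0.97 with placed transcripts. EEF1D, also chosen after its values were seen, stayed past the threshold too, but placed transcripts raised its total from 4138 to 21394 counts. Its log2 fold change went from -1.12 to -0.61, so split reads may explain part of that change. RRN3 and CDK7, chosen after their values were seen, had uneven counts within the parental group. RRN3 had 419, 0 and 1004 normalized counts in the 3 parental libraries and none in the PKA Cα libraries. With placed transcripts, its adjusted p was 0.199. CDK7 had 570, 6.44 and 655 normalized counts in the parental libraries, and kept its call with placed transcripts at an adjusted p of 0.0241. Placed transcripts raised its total from 1240 to 1348 counts and do not account for the low value, whose cause stays open. On chromosome 6, all 7 such genes kept their call. VWA7, chosen after its values were seen, had a fitted log2 fold change of 8.95, which was 1.74 with placed transcripts.

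The mitochondrial genome took a smaller share of the reads in PKA Cα cells, 1.64% ± 0.119, than in parental cells, 2.69% ± 0.296 (SD, n = 3). The 2-sided exact permutation p was 0.1, the smallest that 3 libraries against 3 can give. A single gene is argued against, since 13 of 13 mitochondrial coding genes had a negative log2 fold change, 9 of them past the DESeq2 threshold. Length bias between libraries is argued against as the whole cause, since the median log2 fold change of these genes was -0.58 with the length trend removed and -0.69 without. An effect of PKA Cα and a difference between the cell lines both stay open.

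CREM transcripts were summed by start. The 10 transcripts from the internal start rose from 172 ± 182 to 499 ± 202 normalized counts (SD, n = 3), a log2 fold change of 1.54 with SE 0.90 and a DESeq2 adjusted p of 0.323. The 38 transcripts from the other starts changed by -0.20 with SE 0.14. Parental replicate 3 decides this result. It had 381 normalized counts from the internal start, against 46.1 and 89.3 in parental replicates 1 and 2. Without it, the log2 fold change was 2.88 with SE 0.38 and an adjusted p of 2.46e-12. Whether the internal start was induced cannot be told apart from uneven assignment of reads among CREM transcripts, because the spread within the parental group is too wide.

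The lists were tested without single members. Without HSPA1A, the heat-shock list had a camera adjusted p of 0.0287, and without ETV4 the ERK list had 1.18e-07, so neither rests on that gene alone. Without the phosphodiesterases, the PKA components had an adjusted p of 0.621. The set test then held 13 members, against 26 before. The members left out include PDE1C, PDE4B, PDE4D, PDE7B and PDE10A, already seen to be higher past the threshold. Loss of the call was thus largely fixed by this choice. The test shows only that no shift was detected in the remaining members as a set. PRKAR1A, named after its values were seen, rose by 0.73 with SE 0.09.

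With 3 libraries against 3 there are 10 splits of the 6 libraries, so a share under 0.1 cannot be reached. For genes higher, genes lower, genes over 1 log2 unit in each direction, the representative genes and the lists of cAMP/CREB targets, ERK output and heat shock, 1 of the 10 splits, the real one, gave a result as large. For PKA components, 2 of the 10 splits gave as small an adjusted p. The cAMP/CREB list was also under 0.05 by camera in every other split, with adjusted p from 3.17e-06 to 0.0161. The smallest camera adjusted p in another split was 0.00311 for the ERK list and 0.0107 for heat shock. Every other split mixes the cell lines unequally, 2 libraries of one line with 1 of the other, so part of the real difference stays in it. These splits are not free of the tested effect, and a camera adjusted p under 0.05 in them does not show a false call. For CREM transcripts all 10 splits reach the count of 0. The most calls in another split were 50, against 1616.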
